# Haspin balances the ratio of asymmetric cell division through Wnt5a and regulates cell fate decisions in mouse embryonic stem cells

**DOI:** 10.1038/s41420-023-01604-w

**Published:** 2023-08-23

**Authors:** Yingying Gao, Bin Ma, Yifan Li, Xiangyu Wu, Shifeng Zhao, Huiping Guo, Yiwei Wang, Lihua Sun, Jing Xie

**Keywords:** Embryonic germ cells, Stem-cell differentiation

## Abstract

Many different types of stem cells utilize asymmetric cell division (ACD) to produce two daughter cells with distinct fates. Haspin-catalyzed phosphorylation of histone H3 at Thr3 (H3T3ph) plays important roles during mitosis, including ACD in stem cells. However, whether and how Haspin functions in ACD regulation remains unclear. Here, we report that Haspin knockout (Haspin-KO) mouse embryonic stem cells (mESCs) had increased ratio of ACD, which cumulatively regulates cell fate decisions. Furthermore, Wnt5a is significantly downregulated due to decreased Pax2 in Haspin-KO mESCs. Wnt5a knockdown mESCs phenocopied Haspin-KO cells while overexpression of Wnt5a in Haspin-KO cells rescued disproportionated ACD. Collectively, Haspin is indispensable for mESCs to maintain a balanced ratio of ACD, which is essential for normal development and homeostasis.

## Introduction

Stem cells have a unique ability to both self-renew and generate daughter cells capable of differentiating. Many different types of stem cells utilize asymmetric cell division (ACD) to produce two daughter cells with distinct fates: one stem cell and one differentiating cell [1–5]. Alternatively, stem cells can also undergo proliferating symmetric cell divisions (SCD) which produce two identical daughters. ACD must be rigorously controlled to prevent excessive proliferation or differentiation which can lead to diseases ranging from cancer to tissue degeneration [4, 6]. Hence, a balance between these two forms of division is essential for normal development and tissue homeostasis.

Stem cells evolved a variety of cellular and epigenetic mechanisms to regulate a proper ratio of ACD, and tiny variations can lead to total disruption of this balance. For instance, in *Drosophila* male germline stem cells (GSCs), transient phosphorylation of Histone H3 at Thr3 (H3T3ph) was found to be a pivotal mark to distinguish old versus new H3-enriched sister chromatids in the prophase of ACD. Notably, overexpression of two H3 mutants, H3T3A or H3T3D, which perturbed H3T3ph in a dominant way, disrupted the ACD ratio among the GSCs. As a consequence, this leads to either loss of germline stem cells or germline tumors [7], indicating that H3T3ph may play an integral role in ACD regulation in stem cells.

Haspin is the only known kinase for H3T3ph [8]. It was initially identified in mouse testicular germ cells and is encoded by germ cell-specific gene 2 (Gsg2) [9, 10]. Haspin has been found to be tightly regulated in a temporal-specific manner as H3T3ph can only be detected during mitosis from the onset of prophase to anaphase across multiple species. Haspin is inactive during interphase and becomes active to catalyze H3T3ph when the cell entering mitosis [11]. Then H3T3ph serves as a chromatin-binding site for chromosomal passenger complex (CPC) to inner centromeres. There, via its subunit Survivin, CPC works to ensure correct chromosome separation during mitosis [12–14]. Haspin RNA interference causes low levels of H3T3ph and misalignment of metaphase chromosomes [8, 15]. Moreover, Haspin depletion leads to activation of the spindle checkpoint, arresting mitosis in a prometaphase-like state [13], while overexpression of Haspin results in a delay prior to metaphase [8, 16].

In addition to be the “writer” of H3T3ph, Haspin has been reported to possess non-canonical functions. For example, it could help proper sister-chromatid cohesion by binding to Pds5B [17], and antagonize Wapl-mediated cohesion release from mitotic centromeres [18]. Recently, Soupsana and colleagues found that Haspin is not essential for both pluripotency and differentiation of ESCs [19, 20]. However, it remains unclear whether (and how) Haspin is directly involved in the regulation of ACD, and consequentially, influences the cell fate decisions during the lineage developments of stem cells.

In this study, aiming to understand Haspin’s role in the ACD of stem cells and consequential impacts on cell fate decisions, we generated Haspin functional knockout (Haspin-KO) mouse embryonic stem cells (mESCs) with CRISPR/Cas9 and quantified the ratio of ACD in these cells. Moreover, we investigated its cumulative effects on lineage development after differentiation induction. We also performed RNA-seq to look for downstream factors, trying to reveal the mechanisms underlying how Haspin maintains a balanced ratio of ACD in stem cells, which is essential for normal development and homeostasis.

## Results

### Construction of Haspin functional knockout mouse embryonic stem cell lines

To uncover the potential role of Haspin in mESCs, we generated Haspin-KO mESC lines using CRISPR/Cas9 technology (Fig. 1A). Genome PCR and quantitative RT‒PCR (qRT‒PCR) were performed to prove the loss of Haspin at both the genomic and mRNA levels in the two Haspin-KO mESC lines (Fig. 1B, C). We also generated cell lines expressing Haspin-eGFP in Haspin-KO mESCs for rescue experiments. As a read out for Haspin kinase activity, H3T3ph level was probed to indicate functional knock out of Haspin [8]. Besides, phosphorylation of Histone H3 at Ser10 (H3S10ph), another transient H3 phosphorylation in mitosis, was examined as a control [21]. Both western blotting and immunofluorescence showed abolishment of H3T3ph in these two independent Haspin-KO mESCs lines, which could be restored by the rescue constructs (Fig. 1D–G).

**Fig. 1:**
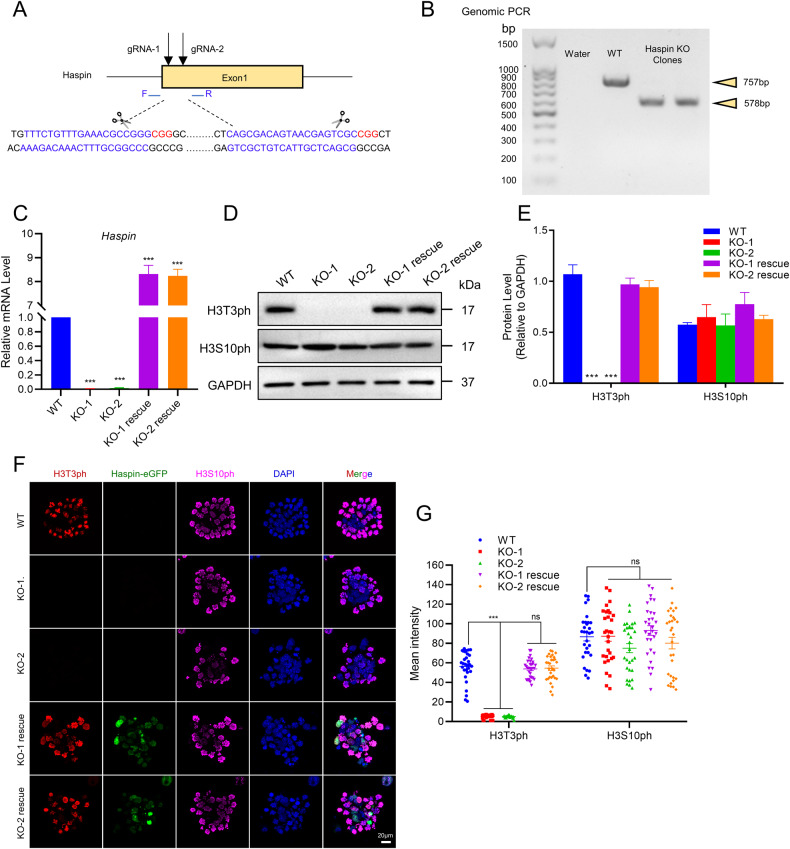
Generation of Haspin-KO cell lines through CRISPR/Cas9. **A** Schematic illustration of the creation of Haspin-KO mESCs through CRISPR/Cas9 technology. The blue sequences are gRNA sequences, and the red sequences are PAM sequences. F and R primers were used to perform genomic PCR. **B** Genomic PCR for identifying Haspin knockout. **C** qRT‒PCR analysis of *Haspin* expression levels in WT, Haspin-KO, and rescued cells. **D** Western blotting analysis of H3T3ph and H3S10ph in WT, Haspin-KO, and rescued cells. **E** The statistical results of protein expression in (**D**) (*n* = 3). **F** Immunofluorescence of H3T3ph and H3S10ph in WT, Haspin-KO, and Haspin-eGFP overexpressing (rescue) cells. Scale bar: 20 μm. **G** The statistical results of the fluorescence intensity of (**F**). *n* = 30 from three independent experiments. The data in (**C**), (**E**), and (**G**) are represented as the mean ± SEM. *p < 0.05, **p < 0.01 and ***p < 0.001.

In considering of Haspin’s important role in mitosis, we examined the effect of Haspin-KO on the progression of cell cycle and proliferation in mESCs. Although Haspin-KO cells grew more slowly than WT cells, the cell cycle was not impaired in Haspin-KO mESCs (Fig. S1A, B). Since cleaved caspase-3 was a marker for cell apoptosis [22], we detected the effect of Haspin-KO on protein levels of cleaved caspase-3 and caspase-3 by western blotting. Notably, Haspin-KO significantly increased the expression of cleaved caspase-3 and induced cell apoptosis (Fig. S1C, D). These data together suggest that lack of Haspin may increase the apoptosis ratio among the cells and the slower growth of Haspin-KO cells we observed is partly because of apoptosis. In sum, these results indicate that both Haspin-KO mESC lines and rescued lines are qualified for follow-up experiments.

### Haspin-KO mESCs increase ACD ratio and lead to differentiation defects

Previous studies found that transient H3T3ph played a vital role in *Drosophila* male GSC for proper ACD. Once phosphorylation at the H3T3 site was perturbed by expression of H3T3A/D, the ACD ratio in GSCs was disturbed [7]. Therefore, we wondered whether Haspin could directly regulate ACD in mESCs. To identify the two daughter cells that came from one mother, we utilized tubulin-labeled intercellular bridges as a mark for the paired cells [23]. To determine the ratios of ACD, we used similar method as described in the previous studies [24–26], indicated by Nanog expression between two daughter cells (Fig. 2A). Consistent with previous report [24], the ACD ratio in WT cells was ~11%. Interestingly, the ACD ratio significantly increased in the Haspin-KO mESCs and rebalanced in the rescue group of Haspin-eGFP expressing cells (Fig. 2B, C), suggesting Haspin influences the ACD ratio directly in mESCs.

**Fig. 2:**
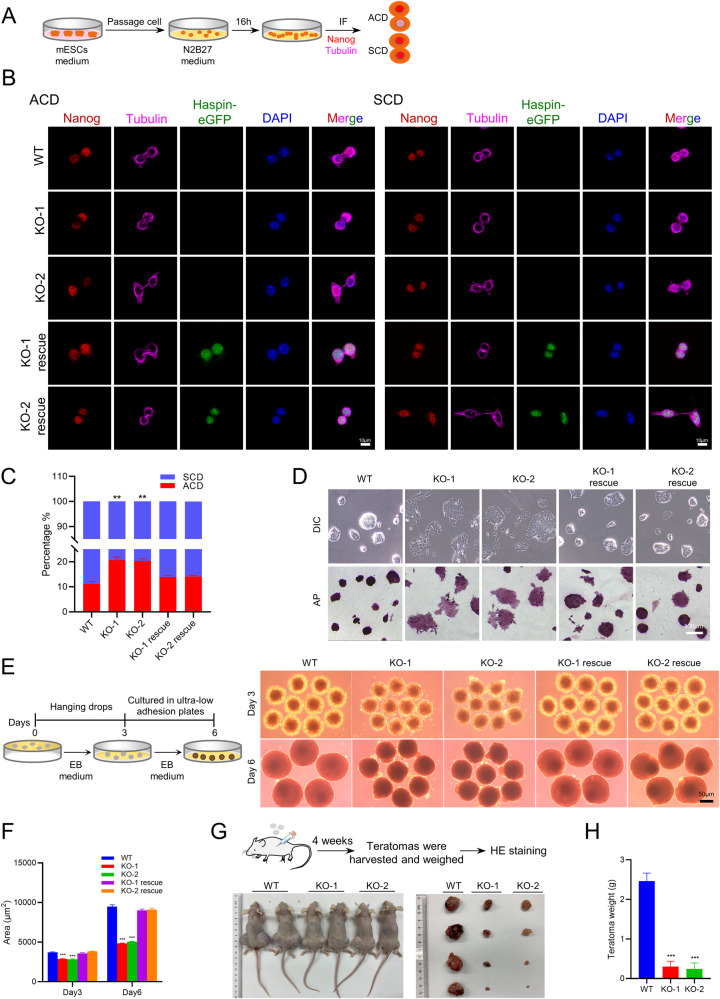
Haspin-KO increases the ratio of ACD and causes defective development capacity. **A** Schematic illustration of the steps for the induction of asymmetric stem cell division (ACD). **B** Representative images of WT, Haspin-KO, and rescued mESCs cultured with N2B27 medium and stained with Nanog and Tubulin antibodies. Scale bar: 10 μm. ACD: asymmetric stem cell division, SCD: symmetric stem cell division. **C** The percentages of ACD and SCD were defined by Nanog fluorescence intensity in WT, Haspin-KO, and rescued mESCs. *n* = 150 from three independent experiments. **D** Colony morphology and AP staining of WT and Haspin-KO and rescued mESCs. Scale bar: 100 μm. **E** Schematic illustration of the steps for embryoid body (EB) formation. Phase-contrast microscopy images of EBs obtained from mESCs on Day 3 and Day 6. Scale bar: 50 μm. **F** The area statistics of EB. *n* = 20 for Day 3 and Day 6. **G** Schematic illustration of the teratoma formation and tissue analysis. Teratomas formed from nude mice subcutaneously injected with WT or Haspin-KO mESCs at 4 weeks. **H** The statistical analysis of teratoma weights (*n* = 4). The data in (**C**), (**F**), and (**H**) are represented as the mean ± SEM. *p < 0.05, **p < 0.01 and ***p < 0.001.

Furthermore, in Haspin-KO mESCs, significant morphological changes were observed, including flattened colonies and weaker alkaline phosphatase (AP) staining, which were recovered by the rescue constructs (Fig. 2D). Similar phenotypes were observed in Haspin knockdown (KD) mESCs by siRNA (Fig. S2E). Haspin KD efficiency was verified by qRT‒PCR, western blotting, and immunofluorescence (Fig. S2A–D). Then, we detected the expression of the core pluripotent factors including Nanog, Oct4, Sox2, and Klf4 in Haspin-KO mESCs. We didn’t see altered expression of Nanog, Oct4, and Sox2, though Klf4 was slightly downregulated (Fig. S3A, B). Notably, although Haspin-KO did not affect the expression of key pluripotency markers, it led to disordered expression of differentiation genes (Fig. S2F, G). These results show that Haspin does not play a major role in pluripotency in mESCs.

To further investigate the influences of Haspin-KO in differentiation, we used embryoid body (EB) induction and teratoma formation assays to test the differentiation capability of Haspin-KO mESCs both in vitro (Fig. 2E) and in vivo (Fig. 2G). Haspin-KO mESCs produced EBs of markedly reduced size compared with WT cells did, and such defect was rescued by overexpression of Haspin-eGFP (Fig. 2E, F). In addition, qRT‒PCR analysis showed that the expression levels of three germ layer markers are elevated in Haspin-KO EBs (*Nestin* and *Fgf5* as ectoderm markers, *Brachyury* and *T* as mesoderm markers, *Gata4* and *Gata6* as endoderm markers) (Fig. S3C). Notably, overexpression of Haspin-eGFP rescued this disorder (Fig. S3C). Similar to the Haspin-KO mESCs results, protein expression of cleaved caspase-3 was also significantly elevated in Haspin-KO cells formed EBs on Day 6 (Fig. S3D, E). Consistently, teratomas derived from Haspin-KO mESCs in vivo exhibited significantly reduced weight and size compared with the WT control (Fig. 2G, H). As shown by H&E histological analysis, WT cell-derived teratomas comprised three germ layers with normal morphology, including neural rosettes and epithelium (ectoderm), muscle and cartilage (mesoderm), and intestinal epithelium (endoderm). However, despite that all three germ layers could be observed in Haspin-KO mESC-induced teratomas, their tissue types were reduced, and the degree of differentiation was decreased (Fig. S3F). What’s more, qRT‒PCR analysis showed mRNA levels of all three embryonic germ layer markers were disordered in Haspin-KO teratomas (Fig. S3G).

Taken together, deficiency of Haspin caused an increased ratio of ACD and multiple defects during stem cell lineage differentiations, which all can be rescued by the replenish of Haspin-eGFP. Thus, Haspin is indispensable for mESCs to maintain a balanced ratio of ACD which is essential for normal development and homeostasis.

### Haspin kinase activity is indispensable to regulate the ACD ratio in mESCs

To further determine whether the kinase activity of Haspin is essential for ACD regulation, we blocked Haspin kinase with its specific inhibitor, CHR-6494 [27] and quantified the ratio of ACD in WT mESCs. Western blotting and immunofluorescence of H3T3ph were performed to verify the inhibition of Haspin kinase activity (Fig. 3A–C). Interestingly, CHR-6494 treatment significantly increased the ratio of ACD of WT mESCs, similarly to what is observed in Haspin-KO mESCs (Fig. 3D).

**Fig. 3:**
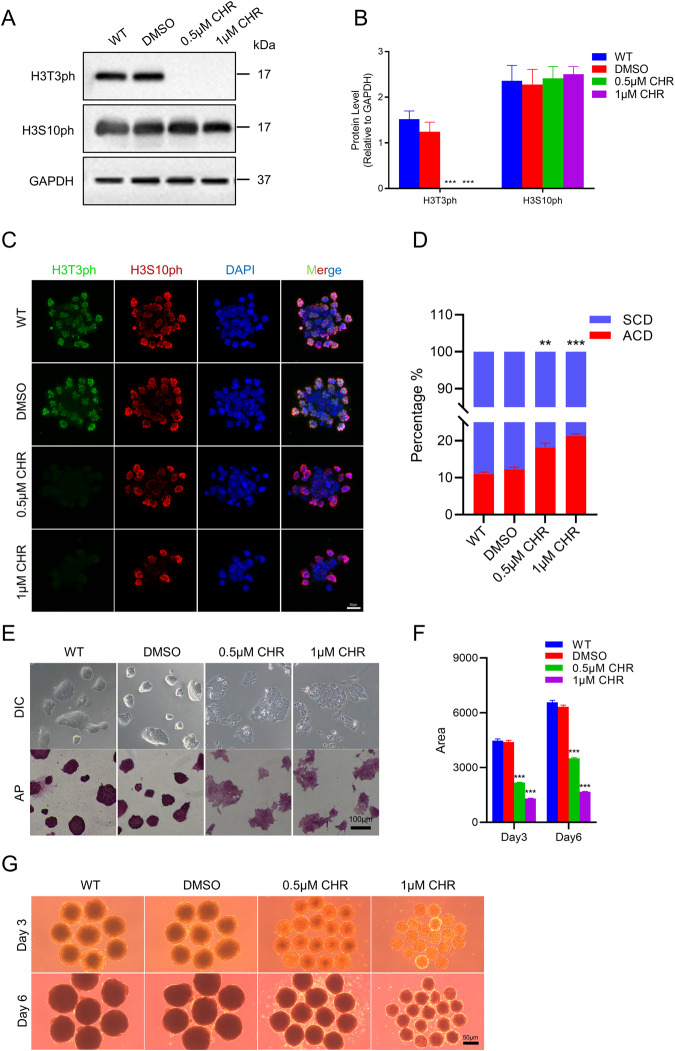
Effect of CHR-6494 on ACD and developmental potencies. **A** Protein levels of H3T3ph and H3S10ph in WT, DMSO, 0.5 μM CHR-6494 and 1 μM CHR-6494 treated mESCs. **B** The statistical results of protein expression in (**A**) (*n* = 3). **C** Immunofluorescence of WT, DMSO, 0.5 μM CHR-6494, and 1 μM CHR-6494 treated cells for H3T3ph and H3S10ph. Scale bar: 20 μm. **D** The statistical analysis of ACD and SCD in WT, DMSO, 0.5 μM CHR-6494 and 1 μM CHR-6494 treated mESCs. *n* ≈ 80 from three independent experiments. **E** Representative images of colony morphology and AP staining in WT, DMSO, and CHR-6494 treated cells. Scale bar: 100 μm. **F** The statistical analysis of the EB area in WT, DMSO, and CHR-6494 treated cells. *n* = 20 for Day 3 and Day 6. **G** Representative images of EB were obtained from WT, DMSO, and CHR-6494 treated mESCs at Day 3 and Day 6. Scale bar: 50 μm. The data in (**B**), (**D**), and (**F**) are represented as the mean ± SEM. *p < 0.05, **p < 0.01 and ***p < 0.001.

To verify whether the ACD ratio change in CHR-6494 treated WT mESCs would lead to similar cell fate defects as it is in the Haspin-KO cells, we conducted differentiation tests including AP staining and EB induction. Indeed, CHR-6494 treatment phenocopied Haspin-KO cells not only in flattened colonies and weaker AP staining (Fig. 3E), but also in significantly reduced EB sizes (Fig. 3F, G).

These data showed that Haspin kinase activity is indispensable to regulates the ACD ratio in mESCs. Moreover, perturbation of ACD with CHR-6494 lead to similar cell fate defects as it is in the Haspin-KO mESCs.

### Haspin influences ACD ratio by regulating the expression of Wnt5a

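RNA was sequenced from 2 libraries of WT mESCs and 2 libraries of Haspin-KO mESCs, numbered as replicates 1 and 2 in each group. The sample labels do not say which Haspin-KO line each library came from. After trimming and mapping to the mouse genome (mm10), the authors counted the reads on each of 55401 genes, listed by Ensembl identifier, and deposited these counts with FPKM values computed from them. The paper's text does not name the read counter, its strand setting, its handling of reads that map to several places or the annotation release. The counts summed to 21834847 and 17452307 reads in the WT libraries and to 14207828 and 14436750 reads in the Haspin-KO libraries, so the mean total of WT was 1.37 times that of Haspin-KO. A gene was taken as at the floor of a library when it had at most 3 counts, which corresponded to 0.137 and 0.172 CPM in WT and to 0.211 and 0.208 CPM in Haspin-KO. These floors are relative to the library totals and cover counting error only. From the deposited counts, 15580 genes passed edgeR's filter on low counts and were normalized by TMM, given as CPM, and tested with edgeR's quasi-likelihood test. Genes with an adjusted p under 0.05 (Benjamini-Hochberg) and a fold change over 2 were called DEGs. The paper's methods name DESeq2 with p values under 0.05 and a fold change over 2, and its Table S2 gives an adjusted p under 0.05 for every gene listed.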

To look for the downstream factors of Haspin in regulating the ACD ratio in stem cells, we performed RNA-seq analysis of Haspin-KO *vs*. WT mESCs. Compared with WT cells, Haspin-KO cells had 79 upregulated and 79 downregulated differentially expressed genes (DEGs) (Fig. S4A, Table S2). In addition, Gene Ontology (GO) analysis of biological processes showed that the DEGs were involved in translation initiation, stem cell differentiation, telomere maintenance, and skeletal system development (Fig. S4B).

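Haspin (ENSMUSG00000050107), the gene targeted for knockout, had 37.9 ± 3.07 CPM in WT cells and 12.5 ± 3.02 in Haspin-KO cells (SD, n = 2 libraries each). Its log2 fold change was -1.60 (standard error 0.16, adjusted p = 0.00154 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and both Haspin-KO libraries were below both WT libraries. Reads on Haspin were still counted in Haspin-KO cells, with 149 and 209 raw counts against 875 and 619 in WT cells. Haspin lies inside an intron of Itgae on the opposite strand, and the counting is not stated to use strand. With each library left out in turn, the log2 fold change of Haspin stayed between -1.87 and -1.37.

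Among the 15580 genes tested, 51 were upregulated and 78 downregulated in Haspin-KO cells. Of these 129 DEGs, 120 are also in Table S2, 51 of them upregulated and 69 downregulated. All genes of Table S2 were tested and all changed in the direction the paper reports, and 120 of them had an adjusted p under 0.05 over all genes tested. Adjusted over the list alone, all of them had an adjusted p under 0.05, which shows no stability because the list is the paper's own selection from these counts. For 30 of the 78 downregulated genes, both Haspin-KO libraries were at or under the floor of 3 counts. At an unadjusted p under 0.05 and a fold change over 2, edgeR gave 266 upregulated and 185 downregulated genes. In limma's test on log2(FPKM + 0.1), 0 and 0 genes were called, with a smallest adjusted p of 0.0697, against 219 and 164 genes at an unadjusted p under 0.05 and a fold change over 2.

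The differences between replicate 1 and replicate 2 in WT correlated with those in Haspin-KO, with r = 0.289 across the 15580 genes, which are not independent replicates. With the replicate number as a block, 240 genes were upregulated and 167 downregulated, among them all 51 and all 78 genes called without the block, and the log2 fold change of Haspin was -1.61 (standard error 0.11). The block left 1 residual degree of freedom, and edgeR's estimated prior degrees of freedom were infinite, so that each gene's spread was taken from the trend shared by all genes. Without the block, there were 2 residual and 7.42 prior degrees of freedom.

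**Figure D1:**
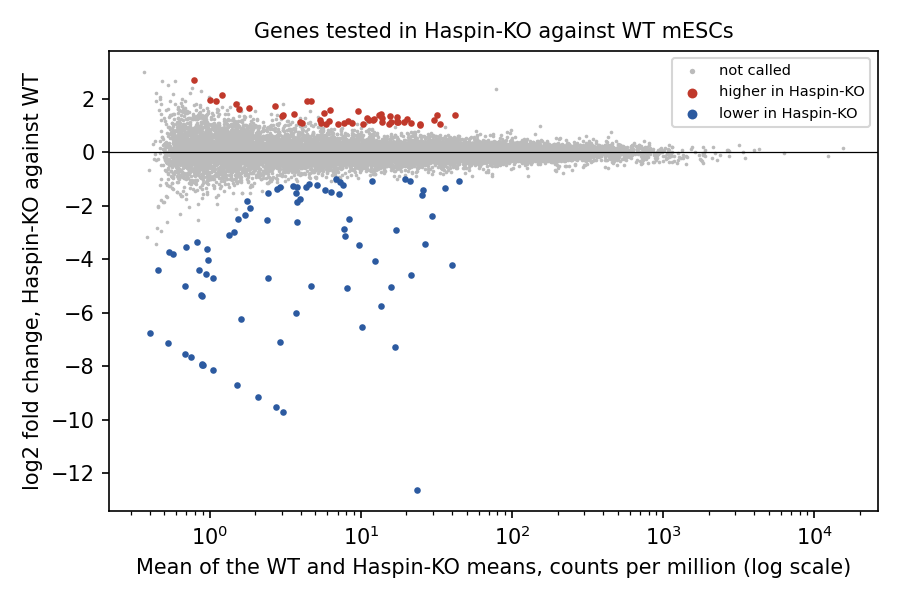
Log2 fold change of each gene tested (y axis) against the mean of its WT and Haspin-KO means in CPM (x axis, log scale). Each point is a gene; the 51 upregulated DEGs are drawn in red, the 78 downregulated DEGs in blue and the other genes in grey, and for 30 of the blue points the fold change rests on Haspin-KO counts at or under the floor.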

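The GO biological process terms that the deposited table lists for each gene were tested with a one-sided Fisher's exact test. Of the 129 DEGs, 101 carried a term, and they were set against the 10781 tested genes that carried one, over 2676 terms with at least 5 such genes. The term translational initiation held 6 DEGs of its 156 genes, a 4.11-fold enrichment (adjusted p = 0.217). Of these 6 DEGs, Eif2s3y, which is Y-linked, and Gm8292 were lower in Haspin-KO cells and Gm2016, Gm5662, Gm8300 and Gm5039 were higher. This term passed an adjusted p of 0.05 with the genes of Table S2 in place of the 129 DEGs (adjusted p = 0.0117) and with DESeq2's calls (adjusted p = 0.0189). Without the Zscan4 and Eif1a-like families, it held 2 DEGs of 141 genes (1.71-fold, adjusted p = 1). The term stem cell differentiation held 8 DEGs of its 24 genes, a 35.6-fold enrichment (adjusted p = 2.6e-08). The term telomere maintenance held 0 DEGs of its 17 genes (adjusted p = 1), whereas telomere maintenance via telomere lengthening held 8 DEGs of its 13 genes (adjusted p = 7.4e-11). The 8 DEGs of these 2 enriched terms were the same genes of the Zscan4 family, near-identical copies between which the counting could have split reads. Without the same families, stem cell differentiation held 0 DEGs. The term skeletal system development held 4 DEGs of its 49 genes (Col5a2, Col1a2, Cdh11 and Grem1), an 8.71-fold enrichment (adjusted p = 0.106), and its adjusted p was 0.0463 with the downregulated DEGs alone and 0.0304 with the genes of Table S2. With DESeq2's calls, it held 2 DEGs (6.11-fold, adjusted p = 1). With the genes called under the replicate block, the adjusted p was 2.3e-05 for translational initiation, 2.1e-09 for stem cell differentiation, 1.9e-11 for telomere maintenance via telomere lengthening, 1 for telomere maintenance and 0.319 for skeletal system development.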

Previous studies have shown that Wnt signaling is associated with ACD [24] and is necessary for the differentiation of mESCs [28]. Notably, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis also revealed that DEGs enriched in the Wnt signaling pathways were dysregulated in Haspin-KO mESCs (Fig. 4A). Thus, we focused on Wnt signalings for subsequent studies. 

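KEGG pathways were tested in the same way, with the 45 DEGs that the deposited table assigns to a pathway set against 6650 tested genes over 368 pathways. The Wnt signaling pathway held 3 DEGs, Wnt5a, Ccnd2 and Serpinf1, of its 137 genes. This was a 3.24-fold enrichment in Fisher's exact test, with p = 0.0649 before adjustment and an adjusted p of 0.823. With the genes called under the replicate block, the pathway held 3 DEGs as well, a 0.946-fold ratio to the background (adjusted p = 1). Of the 21 pathways of Fig. 4A, 11 had an adjusted p under 0.05. With DESeq2's calls 9 did, with the genes called under the block 7 did, and 9 did with the genes of Table S2. ECM-receptor interaction held 10 DEGs of its 62 genes (23.8-fold, adjusted p = 2.1e-09), focal adhesion 12 of 183 (9.69-fold, adjusted p = 3.2e-07), and protein digestion and absorption 7 of 54 (19.2-fold, adjusted p = 6.8e-06). Together the 11 pathways held 24 DEGs, of which 23 were lower and 1 was higher in Haspin-KO cells, and 7 were collagen genes. From the KEGG analysis, and from earlier work that linked Wnt signaling to ACD and to the differentiation of mESCs, the paper chose Wnt signaling for its subsequent experiments.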

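Wnt5a (ENSMUSG00000021994, chromosome 14 of mm10, from 28504750 to 28527448) had 1.62 ± 0.169 CPM in WT cells and 0.0698 ± 0.000292 in Haspin-KO cells (SD, n = 2 libraries each). These values rest on 38 and 26 raw counts in WT cells and on 1 count in each library of Haspin-KO cells, which is under the floor, so Wnt5a was at least 7.73-fold lower in Haspin-KO cells. The fitted log2 fold change was -4.40 (standard error 0.60, adjusted p = 0.00789 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was also -4.40 with the replicate number as a block (standard error 0.70). DESeq2 with its default settings gave Wnt5a no adjusted p.

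Ccnd2 (ENSMUSG00000000184, chromosome 6, from 127125162 to 127152193) had 7.17 ± 1.9 CPM in WT cells and 3.07 ± 0.283 in Haspin-KO cells. Its log2 fold change was -1.23 (standard error 0.25, adjusted p = 0.0388 from the same test), against -1.22 (standard error 0.21) under the block. Serpinf1 (ENSMUSG00000000753, chromosome 11, from 75409769 to 75422701) had 4.07 ± 2.33 CPM in WT cells and 0.699 ± 0.299 in Haspin-KO cells. The log2 fold change of Serpinf1 was -2.55 (standard error 0.50, adjusted p = 0.0333), against -2.50 (standard error 0.34) under the block. With each library left out in turn, the log2 fold changes stayed between -4.50 and -4.27 for Wnt5a, between -1.47 and -0.92 for Ccnd2 and between -3.05 and -1.78 for Serpinf1. In limma's test on log2(FPKM + 0.1), the adjusted p was 0.244 for Ccnd2 and 0.164 for Serpinf1, and Wnt5a was below the minimum FPKM. The genes called lower in Haspin-KO cells, Haspin and the Y-linked genes apart, also differed between the WT libraries, with a median log2 ratio of replicate 1 to replicate 2 of 0.38 over 74 genes against -0.075 to 0.16 for the middle 95% of matched random lists. For the 40 of them with both Haspin-KO libraries above the floor, this ratio was 0.42 in WT and 0.031 between the Haspin-KO libraries (-0.063 to 0.20 for matched lists).

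**Figure D2:**
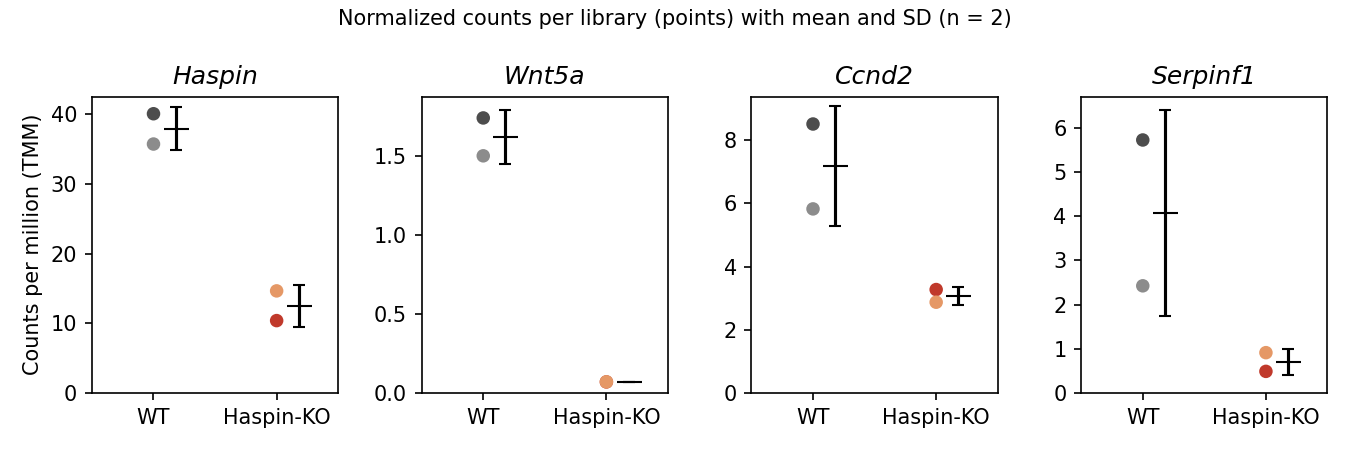
CPM of Haspin, Wnt5a, Ccnd2 and Serpinf1 in each WT and Haspin-KO library (points; replicate 1 in the darker shade), with the mean and SD of each group (bars, n = 2 libraries). For each of the 4 genes, both Haspin-KO libraries lie below both WT libraries, and the Wnt5a points of Haspin-KO overlap at 0.0696 and 0.0700.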

To experimentally validate if Wnt signaling-related genes are really affected, we selected *Ccnd2*, *Serpinf1,* and *Wnt5a* from the DEG enriched list for qRT‒PCR analysis. And the results were consistent with the RNA-seq data that genes related to the Wnt pathway were significantly downregulated (Fig. S4C).

**Fig. 4:**
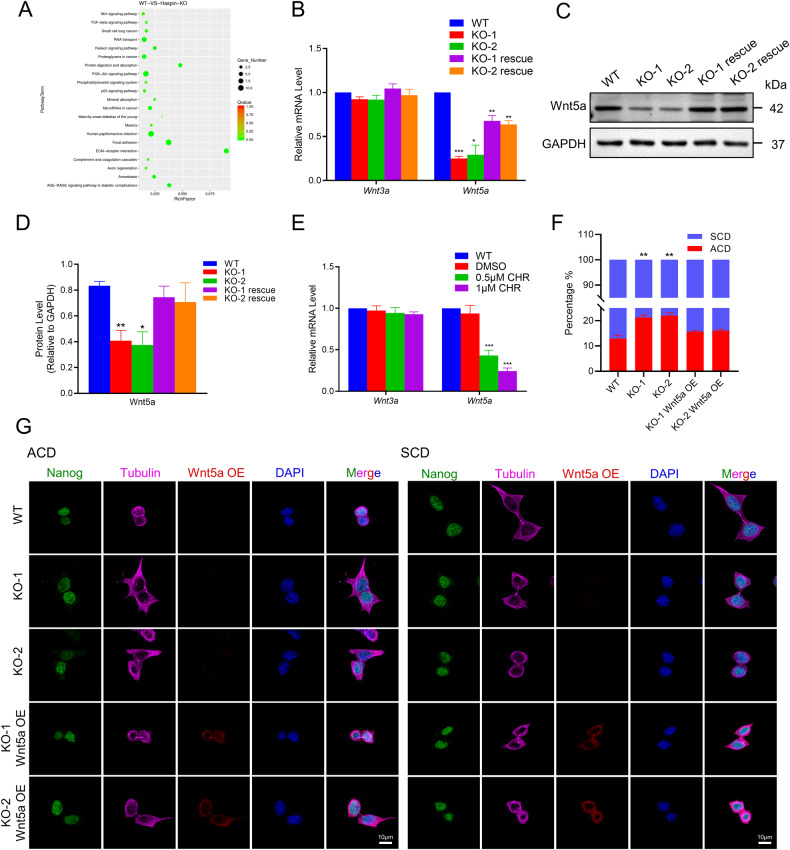
Effect of Wnt5a overexpression in Haspin-KO mESCs on ACD. **A** Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of DEGs in Haspin-KO cells compared with WT cells. **B** The relative mRNA expression levels of *Wnt3a* and *Wnt5a* in WT, Haspin-KO, and rescued mESCs (*n* = 3). **C** Western blotting analysis of Wnt5a protein expression in WT, Haspin-KO, and rescued mESCs. **D** The statistical results of the protein expression of (**C**) (*n* = 3). **E** The relative mRNA levels of *Wnt3a* and *Wnt5a* in WT, DMSO, and CHR-6494 treated cells were quantified by qRT‒PCR (*n* = 3). **F** The percentages of ACD and SCD as defined by Nanog fluorescence intensity in WT, Haspin-KO, and Wnt5a-RFP overexpressing mESCs. *n* = 150 from three independent experiments. **G** Representative images of WT, Haspin-KO, and Wnt5a-RFP overexpressing mESCs cultured with N2B27 medium and stained with antibodies against Nanog and Tubulin. Scale bar: 10 μm. The data in (**B**) and (**D**–**F**) are represented as the mean ± SEM. *p < 0.05, **p < 0.01 and ***p < 0.001.

Wnt signaling is classified into canonical and non-canonical Wnt pathways, represented by Wnt3a and Wnt5a respectively, based on whether this signaling occurs in a β-catenin-dependent or independent manner [29, 30]. Thus, we also measured the expression of *Wnt3a* and *Wnt5a*. Interestingly, Haspin-KO did not affect the expression level of Wnt3a (Fig. 4B). However, *Wnt5a* was significantly reduced in Haspin-KO cells and was rescued by Haspin-eGFP (Fig. 4B–D). Consistently, Wnt5a was also suppressed in WT mESCs treated with Haspin inhibitor CHR-6494 (Fig. 4E). Therefore, we hypothesized that Haspin may regulate ACD in mESCs through Wnt5a. To verify this hypothesis, we expressed Wnt5a-RFP in Haspin-KO mESCs to see if Wnt5a could functionally replenish the absence of Haspin on ACD regulation (Fig. S4D–F). What’s more, overexpression of Wnt5a-RFP in Haspin-KO cells can rescue the flattened cell morphology and EB size (Fig. S4G–I). Strikingly, we found that Wnt5a indeed restored the ACD ratio changes caused by Haspin-KO (Fig. 4F, G), suggesting Haspin influences ACD ratio via Wnt5a.

### Wnt5a knock down phenocopied Haspin-KO with increased ratio of ACD and differentiation defects in mESCs

Wnt signaling pathway is reported to be involved in ACD for the differentiation of mESCs [24, 28]. For example, Wnt3a-coated beads can orient the division plane of mESCs to achieve ACDs [24]. However, the effect of Wnt5a on ACD in stem cells remains elusive. To further explore if Wnt5a is directly involved in regulating ACD in mESCs, we knocked down Wnt5a by siRNA. Efficient knockdown of Wnt5a was verified by qRT‒PCR, western blotting, and immunofluorescence (Fig. 5A–C). Next, we quantified the ACD ratio of these cells, finding that Wnt5a KD could significantly increase the ratio of ACD (Fig. 5D, E), which is consistent with our observations in Haspin-KO mESCs.

**Fig. 5:**
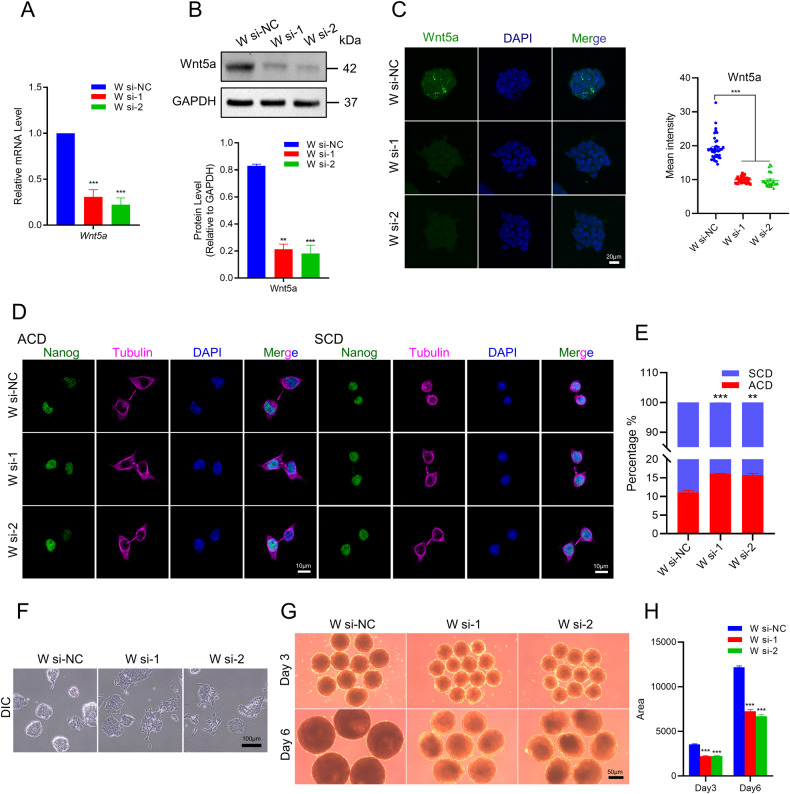
Effect of Wnt5a on developmental potencies. **A** Relative mRNA levels of *Wnt5a* in cells transfected with Wnt5a RNAi cells (W si-NC, W si-1, W si-2) by qRT‒PCR (*n* = 3). **B** The protein levels of Wnt5a in Wnt5a RNAi cells. The statistical results of the protein level of (**B**) (*n* = 3). **C** Immunofluorescence and statistical analysis of cells transfected with Wnt5a in W si-NC, W si-1, and W si-2. Scale bar: 20 μm. **D** Representative images of mESCs transfected with Wnt5a si-NC, si-1 and si-2 cultured with N2B27 medium and stained with antibodies against Nanog and Tubulin. Scale bar: 10 μm. **E** The ratio of ACD and SCD defined by Nanog fluorescence intensity in mESCs transfected with W si-NC, W si-1, and W si-2. *n* = 150 from three independent experiments. **F** Phase-contrast microscopy images of mESCs transfected with W si-NC, W si-1, and W si-2 mESCs. Scale bar: 100 μm. **G** Representative images of EB were obtained from cells transfected with Wnt5a RNAi on Day 3 and Day 6. Scale bar: 50 μm. **H** The statistics analysis of EB area on Day 3 and Day 6. *n* = 20 for Day 3 and Day 6. The data in (**A**–**C**), (**E**), and (**H**) are represented as the mean ± SEM. *p < 0.05, **p < 0.01 and ***p < 0.001.

Moreover, subsequent differentiation tests in Wnt5a-KD mESCs showed that lack of Wnt5a resulted in flattened cell morphology with distinct early differentiation (Fig. 5F) and significantly reduced EB sizes (Fig. 5G, H). In summary, our data suggested that Wnt5a was important for ACD and developmental potential in mESCs.

### Haspin regulates Wnt5a expression through Pax2

To investigate how Haspin regulates the level of Wnt5a, we used qRT‒PCR to measure the expression of the reported transcriptional activator of Wnt5a (*Pax2* [31]*, c-Myb* [32], *Foxm1* [33]). Interestingly, only *Pax2* was markedly reduced in the Haspin-KO mESCs (Fig. 6A). We also examined the effect of the Haspin inhibitor CHR-6494 on the expression of Wnt5a transcriptional activators. Consistent with the results in the Haspin-KO cells, Pax2 was also reduced in CHR-6494 treated WT mESCs (Fig. 6B). Then, we also examined the protein level of Pax2 and found that Pax2 was reduced in Haspin-KO cells but elevated after Haspin-eGFP overexpression (Fig. 6C, D). To validate that *Pax2* was transcriptional responsive to *Wnt5a* in mESCs, we performed luciferase reporter assay with *Wnt5a* promoter and *Pax2*. Indeed, Pax2 enhanced the expression of pGL-3 *Wnt5a* promoter vector luciferase, compared to the pGL-3 basic vector control (Fig. 6E).

**Fig. 6:**
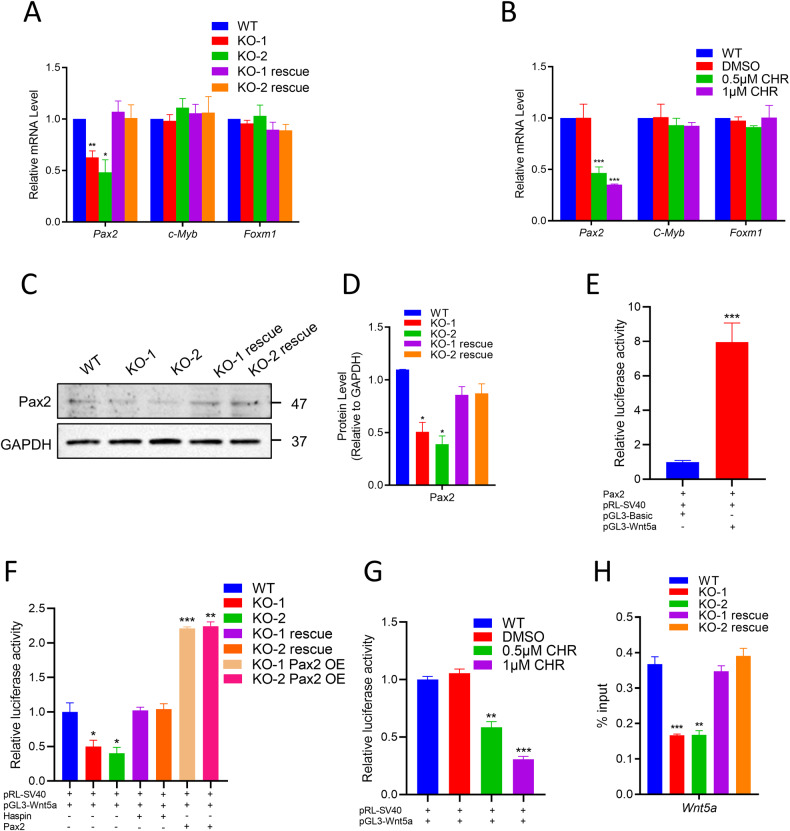
Wnt5a is regulated by Haspin through Pax2 in mESCs. **A** Relative mRNA expression of the *Wnt5a* transcriptional activators *Pax2*, *c-Myb,* and *Foxm1* in WT, Haspin-KO, and rescued cells (*n* = 3). **B** mRNA levels of *Pax2*, *c-Myb* and *Foxm1* in WT, DMSO, 0.5 μM CHR-6494 and 1 μM CHR-6494 treated cells (*n* = 3). **C** Protein levels of Pax2 in WT, Haspin-KO, and rescued cells. **D** The statistical results of Pax2 protein expression (*n* = 3). **E** Pax2-CDS, pRL-SV40, pGL3-Basic, or pGL3-Wnt5a promoter were co-transfected into WT E14 cells. After 36 h, the luciferase activity of Fluc and Rluc was measured, and Fluc/Rluc was calculated. **F** pRL-SV40 and the pGL3-Wnt5a promoter were co-transfected into WT, Haspin-KO, rescued cells, and Pax2 OE cells, respectively. **G** pRL-SV40 and the pGL3-Wnt5a promoter were co-transfected into WT cells. After 8 h, the transfected cells were changed to medium containing WT, DMSO, 0.5 μM CHR-6494, and 1 μM CHR-6494 and incubated for 24 h. **H** ChIP‒qPCR analysis of Pax2 binding to in the Wnt5a promoter region in WT, Haspin-KO, and rescue cells. IgG was used as a negative control. The data in (**A**), (**B**), and (**D**–**H**) are represented as the mean ± SEM. *p < 0.05, **p < 0.01, and ***p < 0.001.

To further understand the regulatory relationship among Haspin, Pax2, and Wnt5a, we co-transfected pRL-SV40 and pGL3-*Wnt5a* promoter into WT, Haspin-KO, Haspin-eGFP rescue, and Haspin-KO + Pax2 OE cells respectively. We found that the luciferase activity of the pGL3-*Wnt5a* promoter was reduced in Haspin-KO cells and recovered in both Haspin-eGFP rescue and Haspin-KO + Pax2 OE cells (Fig. 6F). Similarly, CHR-6494 treatment also reduced pGL-3 *Wnt5a* promoter activity in WT mESCs (Fig. 6G). Moreover, we analyze the binding ability between *Pax2* and the *Wnt5a* promoter in Haspin-KO cells by ChIP‒qPCR. Haspin-KO significantly reduced the binding of Pax2 to the *Wnt5a* promoter (Fig. 6H). Taken together, these data suggest that Pax2 works as a transcriptional activator of Wnt5a and its expression is regulated by Haspin in mESCs. Deficiency of Haspin reduced the expression of Wnt5a by decreasing the expression of Pax2 and the binding ability of Pax2 to *Wnt5a* promoter, then further affects ACD and cell fate in mESCs.

## Discussion

Here, we report that Haspin is indispensable for mESCs to maintain a balanced ratio of ACD, which is essential for normal development and homeostasis. Both Haspin-KO and Haspin-specific inhibitor treatment caused similar phenotype of ACD ratio changes, which cumulatively regulates cell fate decisions. To look for the downstream candidates, we performed RNA-seq and found that Wnt5a was significantly downregulated in Haspin-KO cells. Moreover, knockdown of Wnt5a by RNAi phenocopied Haspin-KO cells in both ACD ratio shift and lineage development defects, while overexpression of Wnt5a in Haspin-KO cells restored the ACD ratio. Furthermore, we found that decreased Wnt5a signaling occurs due to the lack of its upper stream transcriptional activator, Pax2, in Haspin-KO cells, which is responsible for ACD ratio disproportion and cumulative regulates cell fate decisions. Taken together, our results showed that Haspin balances the ACD ratio through Wnt5a and regulates cell fate decision in mESCs (Fig. 7).

**Fig. 7:**
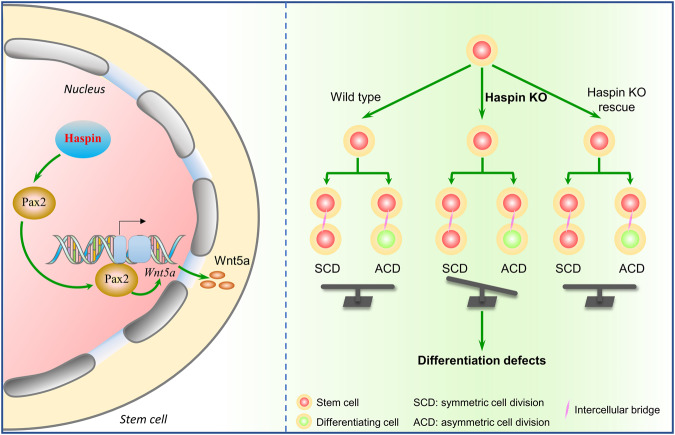
Haspin balances the ratio of ACD through Wnt5a and regulates cell fate decisions in mESCs. In mESCs, Haspin regulates the expression of Wnt5a through Pax2, further balances the ratio of ACD and regulates cell fate decision. Deficiency of Haspin caused an increased ratio of ACD and cumulatively regulates cell fate decisions, which all can be rescued by the replenish of Haspin-eGFP.

Haspin-mediated H3T3ph was reported to be essential for the asymmetric separation of old *vs*. new histones enriched chromosomes in *Drosophila* male GSCs. Perturbation of H3T3ph leads to stem cell loss or germline tumors due to changes in the ACD patterns [7]. These results suggest that Haspin is involved in regulating ACD. Consistently, our data show that both Haspin-KO and Haspin-specific inhibitor treatment significantly increased the ACD ratio and led to cumulative regulates cell fate decisions.

Further investigation by RNA-seq of Haspin-KO mESCs revealed that Wnt signaling components were significantly affected. The Wnt signaling pathway plays a crucial role in gene transcription, stem cell fate decisions and tumorigenesis [34]. Previous studies have demonstrated that Wnt signaling is essential for regulating ACD and further cell fate in different species from metazoans to vertebrates [35–40], including mESCs [24, 26, 41]. For example, Wnt signaling regulates the ACD of ectodermal cells to promote ciliated cell differentiation in *Xenopus* [37]. Wnt5a, a glycoprotein, is a representative of the non-canonical pathway and has been reported to be essential for ESC differentiation into endothelia and vascularization [28], endometrium-like cells [42], and osteogenic lineage decisions [43]. It is possible that ACD plays a vital role in the phenotypes observed in these studies. Interestingly, Wnt3a-coated beads can orient the division plane of mESCs to achieve ACDs [24]. However, the endogenous effect of Wnt5a on ACD in stem cells remains elusive. Our data showed that overexpression of Wnt5a in Haspin-KO mESCs can restore the defects caused by the lack of Haspin, especially the ACD ratio changes, indicating that Haspin balances ACD ratio through Wnt5a in mESCs.

Moreover, our data showed both *Pax2* and *Wnt5a* were transcriptionally disrupted in Haspin-KO cells. Though histone acetylation and methylation have been intensely studied for their important roles in transcriptional regulation, it is clear that histone phosphorylation also influences gene transcription. Indeed, phosphorylation of H3 are involved in regulation of a variety of genes in response to growth factors, steroid hormones, and cell stress [44–47]. Our results showed that mRNA level of *Pax2*, a transcriptional activator of *Wnt5a*, was significantly decreased in Haspin-KO cells, suggesting Haspin influences Wnt5a expression through Pax2 in mESCs. However, it is still unknown how Haspin regulates Pax2 at transcriptional level. One possibility is that H3T3ph may affect the trimethylation of histone H3 at lysine 4 (H3K4me3) due to spatial proximity between these two residues [48–50]. As we all know, H3K4me3 is a pivotal epigenetic modification for active gene transcription [51, 52]. Indeed, we found that Haspin could affect the level of H3K4me3 (data not shown). However, this hypothesis needs to be further verified in future works.

In summary, our findings revealed that Haspin balances the ratio of asymmetric cell division through Wnt5a and regulates cell fate decisions in mESCs.

## Methods

### Cell culture

E14 mESCs were purchased from the Chinese Academy of Sciences Stem Cell Bank. They were cultured at 37 °C in 5% CO_2_ in an incubator. The culture medium was Knockout DMEM (Gibco, 10829-018), added with 15% fetal bovine serum (FBS, Gibco, 10099-141), 1× MEM nonessential amino acids (Gibco, 11140-050), 1× GlutaMAX (Gibco, 35050-061), 50 μM 2-Mercaptoethanol (Sigma, M3148), 1000 IU/mL LIF (Millipore, ESG1107), 1 μM PD0325901 (Selleck, S1036) and 3 μM CHIR99021 (Selleck, S2924) [25]. mESCs were maintained on mitomycin C-treated mouse embryonic fibroblasts (MEFs) for passage or in 0.1% gelatin-coated dishes for assays. The medium was changed every day, and the cells were passaged every 3 days.

### Haspin knockout in mESCs

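Haspin lies on the minus strand of chromosome 11 of GRCm38 (mm10), from 73135485 to 73138294, in 1 exon of 2810 bases, with its coding sequence from 73136000 to 73138261. The sequence of gRNA-1, TTTCTGTTTGAAACGCCGGG, matched the transcript once, from 73138274 to 73138293, in the 5′ UTR. The sequence of gRNA-2, CAGCGACAGTAACGAGTCGC, matched the transcript once, from 73138096 to 73138115, in the coding sequence. Each match is followed by the PAM CGG. A cut 3 bases before each PAM would remove 178 bases, from 73138099 to 73138276, which include the start codon (73138259 to 73138261) and make up 6.33% of the transcript. These cut positions are predicted and were not measured. Both Haspin qPCR primers match within the predicted deletion, from 73138221 to 73138240 and from 73138120 to 73138139, whereas the RNA-seq counts cover the whole gene. The genotyping primer Haspin-R matched from 73137791 to 73137811, and Haspin-F did not match the transcript. No exon of Itgae overlaps Haspin, and the nearest lies from 73138455 to 73138511.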

To knockout Haspin, we designed two guide RNAs (gRNAs) targeting Haspin coding sequences. The gRNAs were annealed and then cloned into the BbsI-digested vector pX459. These two Haspin gRNA plasmids were co-transfected into WT E14 cells using Lipofectamine 2000 (Lip2000, Invitrogen, 11668019). 24 h after transfection, the medium was changed to ES medium supplemented with 1.5 μg/mL puromycin for 3 days, and the surviving single clones were picked and transferred to 96-well plates. To obtain Haspin-KO cells, we used immunostaining of H3T3ph to select H3T3ph negative single clones. Then, the genomic DNA fragments of the Haspin-KO cells were amplified by PCR and sequenced to confirm that the Haspin gene was disrupted.

### Induction of asymmetric stem cell division

When assaying asymmetric stem cell division ability, E14 mESCs were switched to N2B27 medium and incubated for 16 h on gelatin-coated glass-bottom cell culture dishes (Nest, 801001) after passage. N2B27 medium includes DMEM/F12 (Gibco, 11320-033), Neurobasal (Gibco, 21103-049) (1:1), 50 μM 2-mercaptoethanol, 0.5% N2 (Gibco, 17502-048), 1% B27 (Gibco, 17504-044), 0.033% BSA 7.5% solution (Thermo Fisher, 15260037) and 1× GlutaMAX (Gibco, 35050-061) [24]. After 16 h, immunofluorescence staining experiments were immediately performed on the cells, and then the cells were prepared for confocal imaging. *Nanog*, one of the core pluripotency markers, has always been used to determine ACD ratio [24–26]. When the signal ratio of Nanog between the two daughter cells is greater than 1.2, it is considered as ACD [53].

### Plasmid construction and overexpression

The Chek2-eGFP and Chek2-RFP vectors were obtained from Dr. Zhiyong Mao. We amplified the coding sequences of Haspin and Wnt5a from cDNA of mESCs and then subcloned them into the Chek2-eGFP vector to displace the Chek2 coding sequence. For overexpression, Haspin-eGFP or Wnt5a-RFP vector was transfected into E14 mESCs using Lip2000. After 3 days of transfection, GFP-positive cells were purified with flow cytometry using green fluorescence. The efficiency of overexpression was measured by qRT‒PCR and western blotting.

### siRNAs

E14 cells were transfected with siRNA targeting *Haspin* or *Wnt5a* for 48 h using Lip2000 in accordance with the manufacturer’s instructions. The *Haspin* and *Wnt5a* siRNAs were synthesized by Ribobio (Guangzhou, China), and their target DNA sequences are shown in Supplemental Table 1.

### Haspin kinase inhibitor CHR-6494

The Haspin kinase inhibitor CHR-6494 (MCE, HY-15217) was dissolved in DMSO to generate a 10 mM stock solution and then stored at −20 °C [27]. After cell passage and adherence, the medium was changed to 0.5 μM or 1 μM CHR-6494 added ES medium or N2B27 medium, and 1 μM DMSO was used as a control. The medium was changed every day.

### Cell synchronization

To measure the level of H3T3ph, we synchronized the mESCs. Cells were synchronized to metaphase through treatment with 1 μg/mL colchicine (Sigma, C3915) for 8 h, and then, the cells were collected for western blotting or immunofluorescence staining.

### Alkaline phosphatase staining

mESC alkaline phosphatase (AP) staining was performed according to the manufacturers’ instructions using the Alkaline Phosphatase Detection Kit (Millipore, SCR004). First, the cells were fixed for 1 min at room temperature with 4% paraformaldehyde in PBS and then washed for 5 min with 1× PBST. Next, Fast Red Violet solution and Napthol AS-BI phosphate solution were applied to the mESCs for 10 min in the dark. Stained cells were washed with 1× PBS and examined under an inverted microscope.

### Growth curves

Approximately 20,000 cells were seeded into each well of 24-well plates (Thermo, 142475). Then, growth curves were generated at 24, 48, 72, 96, and 120 h, and three wells of each line were counted to determine the cell number. Cell number was measured via Countess II (Thermo) according to the manufacturer’s protocol. The remaining cells were washed with 1× PBS, and the medium was replaced daily with fresh medium.

### Cell cycle analysis

E14 mESCs were plated in a six-well cell culture plate (Thermo, 140675). Three days later, the cells were trypsinized and fixed in cold 70% ethanol overnight at 4 °C. The cells were resuspended and incubated with RNaseA solution at 37 °C for 30 min, followed by incubation with 50 μg/mL of propylidine iodide (PI) solution for another 30 min at room temperature. Then, BD FACS Aria ll was used to assess the frequency of cells in the G1 phase, S phase, and G2/M phase.

### Embryoid body generation

The hanging drop method was used to generate embryoid bodies (EBs). E14 cells were dissociated and resuspended in EB medium at a concentration of 1–1.5 × 10^5^ cells/mL. EB media containing Knockout DMEM, 15% FBS, 1× MEM nonessential amino acids, 1× Sodium Pyruvate, and 0.1 mM 2-Mercaptoethanol [54]. Then, 20 μL hanging drops were cultured for three days in the lid of a 10 cm dish. To prevent the hanging drop from drying out, 1× PBS was placed at the bottom of the lid. After three days, EBs were collected, transferred into ultralow adhesion plates (Corning, 3474) and cultured in EB media for another 3 days. EB samples were collected and then subjected to qRT‒PCR to analyze the gene expression levels.

### Teratoma formation

Mice were housed and treated according to the Animal Research Institute Committee guidelines of Tongji University, Shanghai, China. For teratoma formation, E14 cells were trypsinized to produce single cells. For each cell type, a total of 1 × 10^6^ cells were resuspended in 100 μL EB medium and subcutaneously injected into the two flanks of immunodeficient NOD-SCID 8-week-old male mice (*n* = 4 tumors/group). Four weeks after inoculation, the teratomas were harvested and weighed. Then, these teratomas were collected in 4% PFA, embedded in paraffin, and sectioned in a microtome. Sections of each teratoma were stained with hematoxylin/eosin (H&E) and further analyzed.

### Quantitative real-time PCR (qRT‒PCR)

Total RNA was extracted from WT and Haspin-KO mESCs, EBs and teratomas using TRIzol (Invitrogen, 10296010) according to the protocol. Total RNA was quantified using a NanoDrop 2000 spectrophotometer (Thermo). Then, reverse transcription into cDNA was performed by the PrimeScript RT Reagent Kit with gDNA Eraser (Takara, RR047). qRT‒PCR was performed using TB Green Fast qPCR Mix (Takara, RR430) with a reaction volume of 20 μL and the Bio-Rad CFX Connect system (Bio-Rad). The relative mRNA expression levels were normalized to *GAPDH* and analyzed using the 2-delta-delta-Ct method to calculate the relative fold change. Primer sequences are listed in Supplementary Table 1.

### Immunofluorescence staining

For immunofluorescence staining, cells grown on glass-bottom cell culture dishes were fixed with 4% paraformaldehyde at room temperature for 30 min. The samples were permeabilized with PBST (0.2% Triton X-100) at room temperature for 30 min. Then, the cells were blocked with 5% BSA at room temperature for 1 h. Then, the samples were incubated overnight with primary antibodies at 4 °C. Furthermore, the samples were washed three times with PBST and incubated at room temperature for 1 h with secondary antibodies and Hoechst 33342 (Invitrogen, H3570). Then, the samples were washed in PBST three times at room temperature and stored in the dark. The images were captured using a Zeiss-LSM880 inverted microscope. Data were processed using Zeiss software and ImageJ software.

### Western blotting

For protein extraction, mESCs were lysed using RIPA buffer (Beyotime, P0013B) supplemented with protease inhibitors (Beyotime, P1005) and phosphatase inhibitors (Beyotime, P1081), and then, the lysates were centrifuged at 12,000 rcf and 4 °C for 20 min. The protein concentration of the supernatant was determined using the BCA Protein Assay (Thermo, 23227) and then normalized. Equal amounts of protein samples were separated using 15% SDS‒PAGE gels and then transferred to 0.2 μm PVDF membranes (Millipore, ISEQ00010). Membranes were blocked with TBST supplemented with 5% BSA at room temperature for 1 h and then incubated with primary antibodies at 4 °C overnight. Next, the membranes were washed three times using TBST followed by HRP-conjugated secondary antibodies for 1 h at room temperature. The membranes were visualized with the chemiluminescence reagent ECL (Thermo, 34577).

### RNA-seq and data analysis

RNA was extracted from Haspin-KO and control mESCs using TRIzol. Then, 1 μg RNA was prepared to generate a sequencing library. Libraries were sequenced on the IIIumina NovaSeq 6000 (Berry genomics) according to the protocol. For data analysis, the trimmed reads (using Cutadapt, v1.9.1) were mapped to the mouse genome (mm10) using Hisat2 (v2.0.1). Differentially expressed gene (DEG) analysis was performed using DESeq2. The significant DEGs were identified with *P* values < 0.05 and fold change >2, and then GOSeq (v1.34.1) was used to identify Gene Ontology (GO) terms.

### Dual-luciferase reporter assay

We amplified fragments of the Wnt5a promoter (~2 kb upstream of the TSS) and Pax2 CDS, and then, we cloned Wnt5a into the pGL3 luciferase reporter vector, and Pax2 CDS into the CAG-eGFP overexpression vector. mESCs were seeded in 24-well plates at a density of 2 × 10^5^ cells/mL. The next day, Pax2-eGFP, pRL-SV40, pGL3-Basic, or pGL3-Wnt5a promoter were co-transfected into cells using Lip2000 and cultured for 36 h. On the other hand, pRL-SV40 and pGL3-Wnt5a promoter were co-transfected into WT cells. After 8 h, the transfected cells were administered medium to containing WT, DMSO, 0.5 μM CHR-6494, and 1 μM CHR-6494 and incubated for 36 h. Then, the cells were harvested and lysed to measure the luciferase activity according to the manufacturer’s protocol (Promega, E1910).

### Chromatin immunoprecipitation

Chromatin immunoprecipitation (ChIP) assays were performed by the Magna ChIP A/G kit (Millipore) according to the protocol. Briefly, mESCs were cross-linked and then sonicated into 200–500 bp fragments, which were next immunoprecipitated with antibodies against Pax2 (Cell Signaling Technology, 9666) or IgG. Then precipitated chromatin DNA was then recovered and analyzed by qRT‒PCR assays.

### Antibodies

The following primary antibodies were used for western blotting or immunofluorescence staining: anti-H3T3ph (Abcam, ab130940), anti-H3S10ph (Abcam, ab14955), anti-GAPDH (Proteintech, HRP-60004), anti-caspase-3 (Cell Signaling Technology, 9662S), anti-cleaved caspase-3 (Cell Signaling Technology, 9664S), anti-α-tubulin (Active motif, 39527), anti-Nanog (Abcam, ab80892), anti-Sox2 (Abcam, ab79351), anti-Oct4 (Abcam, ab27985), anti-Klf4 (Abcam, ab129473), anti-Wnt5a (Abcam, ab235966), and anti-Pax2 (Cell Signaling Technology, 9666).

### Statistical analysis

All the statistical data are presented as the mean ± SEM. Each test was repeated at least three times, and the results were analyzed by SPSS 20.0. Statistical significance between groups was determined using unpaired two-tailed Student’s t tests. *P < 0.05, **P < 0.01 and ***P < 0.001 were considered statistically significant differences, and *P* > 0.05 was considered not significant.

### Supplementary information

Figure S1

Figure S2

Figure S3

Figure S4

Supplementary Figure Legends

Original Data File

Supplemental Table S1

Supplemental Table S2

## Data Availability

The accession number of RNA-seq data reported in this paper is GEO: GSE220824. The source data presented in this study are available from the corresponding author upon request.

# Supplementary material for: Haspin balances the ratio of asymmetric cell division through Wnt5a and regulates cell fate decisions in mouse embryonic stem cells
**Source:** Cell Death Discov. 2023 Aug 23;9:307. doi: 10.1038/s41420-023-01604-w
**Supplement:** Supplementary file 5 — Supplementary Figure Legends

**Haspin Balances the Ratio of Asymmetric Cell Division through Wnt5a And Regulates Cell Fate Decisions in Mouse Embryonic Stem Cells**

**Supplemental Figure legends**

**Fig. S1 Effect of Haspin on cell cycle and proliferation in mESCs (related to Fig. 1).**

(A) Frequency of WT and Haspin-KO cells in the G1, S and G2/M phases. (*n* = 3). (B) The effect of WT and Haspin-KO on cell proliferation was determined by generating a proliferation curve (*n* = 3). (C) Protein levels of caspase-3 and cleaved caspase-3 in WT and Haspin-KO cells. (D) The statistical results of the protein expression in (C) (*n* = 3). The data in A, B and D are represented as the mean ± SEM. **p* < 0.05, ***p* < 0.01 and ****p* < 0.001.

**Fig. S2 Effect of Haspin knockdown on self-renewal and differentiation (related to Fig. 2).**

(A) The relative mRNA expression level of *Haspin* in groups transfected with Haspin negative control siRNA (H si-NC), siRNA-1 (H si-1) and siRNA-3 (H si-3) by qRT‒PCR. (B) Western blotting analysis of H3T3ph and H3S10ph in groups transfected with Haspin si-NC, si-1 and si-3. (C) The statistical results of the protein expression in (B) (*n* = 3). (D) Immunofluorescence of H3T3ph and H3S10ph in cells transfected with Haspin si-NC, si-1 and si-3. Scale bar: 50 μm. (E) Colony morphology and AP staining of cells transfected with Haspin si-NC, si-1 and si-3. Scale bar: 100 μm. (F) qRT‒PCR analysis of pluripotency genes expression in cells transfected with Haspin si-NC, si-1 and si-3 (*n* = 3). (G) qRT‒PCR analysis of three germ layer-specific markers in cells transfected with Haspin si-NC, si-1 and si-3 (*n* = 3). The data in A, C, F and G are represented as the mean ± SEM. **p* < 0.05, ***p* < 0.01 and ****p* < 0.001.

**Fig. S3** **Haspin is not essential for mESCs to maintain their pluripotency (related to Fig. 2).**

(A) Western blotting analysis and statistical results of the pluripotency protein (Nanog, Oct4, Sox2 and Klf4) expression in WT and Haspin-KO mESCs (*n* = 3). (B) Immunofluorescence and statistical results of pluripotency proteins in WT and Haspin-KO cells. *n* = 37 from three independent experiments. (C) Expression of three germ layer specific markers was examined by qRT‒PCR in WT and Haspin-KO mESCs that formed EB at Day 3 and Day 6 (*n* = 3). (D) Protein levels of caspase-3 and cleaved caspase-3 in WT, Haspin-KO and rescued mESCs that formed EB on Day 6. (E) The statistical results of the protein expression in (D) (*n* = 3). (F) Image of hematoxylin and eosin-stained sections of WT and Haspin-KO mESCs that formed teratomas, revealed that each teratoma included three germ layer tissues (black arrow). Scale bar: 200 μm. (G) qRT‒PCR analysis of differences in three germ layer specific markers between WT and Haspin-KO teratomas (*n* = 3). The data in A-C, E and G are represented as the mean ± SEM. **p* < 0.05, ***p* < 0.01 and ****p* < 0.001.

**Fig. S4 Transcriptome analysis of Haspin-KO mESCs (related to Fig. 4).**

(A) Heatmap illustration displaying gene expression of WT and Haspin-KO cells. 

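The genes with the smallest adjusted p among those with every Haspin-KO library on the same side of every WT library were Col1a2, Col12a1, Tnc, Thbs1 and Col1a1 on the lower side and Xlr3c, Zscan4d, Xlr5a, Xlr3a and Xlr3b on the higher side. Col1a2 (ENSMUSG00000029661) had 26.8 ± 3.79 CPM in WT cells and 0.489 ± 0.00204 in Haspin-KO cells (SD, n = 2 libraries each), a log2 fold change of -5.76 (standard error 0.24, adjusted p = 7.8e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of Col12a1, Thbs1 and Col1a1 were -7.27, -4.22 and -4.61. Tnc had 3 counts in each Haspin-KO library, which is the floor itself. It was 95.7-fold lower, which is the observed ratio and not a lower bound, and its fitted log2 fold change was -6.53. Lox had the same adjusted p as Thbs1 and Col1a1 (2.1e-05), ranked after them by its unadjusted p, and was at least 223-fold lower, with 0 counts in each Haspin-KO library. These 5 genes belong to the downregulated genes whose median also differed between the WT libraries. Xlr3c (ENSMUSG00000058147) had 23.1 ± 1.01 CPM in WT cells and 60.6 ± 3.45 in Haspin-KO cells, a log2 fold change of 1.39 (standard error 0.098, adjusted p = 0.000165). The log2 fold changes of Zscan4d, Xlr5a, Xlr3a and Xlr3b were 1.39, 1.42, 1.19 and 1.06. The 5 higher genes belong to families of near-identical copies on chromosomes X and 7, and the values of single copies are uncertain where reads could have been split between them. With the replicate number as a block, the log2 fold changes were -5.76 for Col1a2 and 1.40 for Xlr3c.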

(B) Gene Ontology (GO) enrichment analysis of DEGs in Haspin-KO cells compared with WT cells. 

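Over the biological process terms of the deposited table, 17 had an adjusted p under 0.05 in a one-sided Fisher's exact test of the DEGs. The term with the smallest p was negative regulation of mitotic recombination, with 8 DEGs among its 12 genes (71.2-fold, adjusted p = 5.8e-11). Collagen fibril organization held 5 DEGs of its 26 genes (20.5-fold, adjusted p = 0.00197), and wound healing held 6 of 50 (12.8-fold, adjusted p = 0.00296). The paper used GOSeq, which weights genes by length. In its place, random lists matched to the DEGs on gene length gave 18 terms with an adjusted p under 0.05, and the genes called under the replicate block gave 6 by Fisher's exact test.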

(C) qRT‒PCR analysis was used to validate the RNA-seq data of genes related to the Wnt signaling pathway (*n* = 3). (D) The relative mRNA expression level of *Wnt5a* in WT, Haspin-KO and Wnt5a-RFP overexpression mESCs (*n* = 3). (E) The protein level of Wnt5a in WT, Haspin-KO and Wnt5a-RFP overexpressing mESCs. (F) The statistical analysis of Wnt5a protein expression (*n* = 3). (G) Phase-contrast microscopy images of WT, Haspin-KO and Wnt5a-RFP overexpressing mESCs. Scale bar: 100 μm. (H) Representative images of EB were obtained from WT, Haspin-KO and Wnt5a-RFP overexpressing mESCs on Day 3 and Day 6. Scale bar: 50 μm. (I) The area statistics of EB in (H). *n* = 20 for Day 3 and Day 6. The data in C, D, F and I are represented as the mean ± SEM. **p* < 0.05, ***p* < 0.01 and ****p* < 0.001.

How the deposited data were processed for this re-analysis (not part of the article)

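RNA-seq was performed on WT and Haspin-KO E14 mESCs, with 2 libraries in each group. Conditions and replicate numbers were taken from the sample labels, which do not give the Haspin-KO line of each library. The authors trimmed the reads with Cutadapt (v1.9.1), mapped them to mm10 with Hisat2 (v2.0.1), counted reads per gene, and deposited these raw counts per library without normalization. The authors also deposited FPKM values, which equal the counts divided by the exonic gene length and by the library total in 100% of the values of each library within rounding. The deposited table further lists for each gene its exonic length, position, symbol, GO terms, KEGG orthologs and KEGG pathways. The read counter, its strand setting, its treatment of reads that map to several places and the annotation release are not named in the paper's text.

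The counts covered 55401 genes, of which 26731 had no count in any library. Library totals are given with the experiment. The smallest abundance taken as shown by a library was 3 counts, and this floor and the SD over 2 libraries cover counting error and the spread between the libraries sequenced only. A fold change against a group with both libraries at or under the floor was computed against the floor. It is a lower bound unless both libraries are at the floor itself, where it is the observed ratio. Gene symbols and coordinates are those of the deposited table, in which 110 symbols occur more than once, so that genes were handled by their identifier.

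The main comparison of Haspin-KO with WT used edgeR (4.0.16) in R (4.3.3), with its filter on low counts, TMM normalization and the quasi-likelihood test, without a block, since the paper names none. Standard errors were computed as the log2 fold change divided by the square root of the F statistic. DEGs had a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2. DESeq2 (1.42.0), the tool the paper names, and limma (3.58.1) on log2(FPKM + 0.1), for genes with an FPKM of at least 0.5 in at least 2 libraries, were alternatives. So were DESeq2's size factors or library totals in place of TMM, no filter, a minimum of 10 counts in every library, random thinning to the smallest library total, other thresholds, and the fit with the replicate number as a block. The pairing by replicate number comes from the numbers in the sample labels, and no text says that same-numbered libraries were prepared together. Each library was left out in turn for the log2 fold changes of named genes only, without a test. These settings were fixed before the data were examined. Chosen after the data were examined were DESeq2 with a local or a mean dispersion fit, edgeR's newer quasi-likelihood dispersion method, crossed replicate numbers, a correction for GC content and gene length (loess offsets with a span of 0.3, GC content from the GENCODE transcripts of GRCm38 for 99.9% of the genes tested), the same correction or thinning together with the replicate block, the term test on genes called with the block, the replicate block for the chromosome medians, leaving each library out for the medians of the gene sets, the ratios between the Haspin-KO libraries, and the sums over gene families. All fits with the GC content and length correction, those on simulated data included, also used edgeR's newer quasi-likelihood dispersion method, unlike the main fit.

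The genes named were chosen by a rule set in advance: the genes the paper names that an RNA-seq value bears on, the 5 higher and 5 lower DEGs with the smallest adjusted p (ties in the order of the unadjusted p) whose Haspin-KO libraries all lay on the same side of all WT libraries, the members of the gene sets discussed, and the DEGs of the terms the paper names. The Xlr3, Xlr4 and Xlr5 family, the Usp17l family and single Y-linked genes were singled out after their values were seen. GO and KEGG terms with at least 5 tested genes were tested by a one-sided Fisher's exact test with Benjamini-Hochberg adjustment. Gene sets of markers outside Table S2 were tested with limma's camera, and their median was also set against 10000 random lists of the same size matched on mean expression in 50 bins. The gRNA and primer sequences the paper lists were matched to the GENCODE transcripts of GRCm38.

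The tests and corrections were tested on simulated data. In counts simulated for 15580 genes with 200 changed genes and a shared replicate effect, edgeR called 93.5% of the changed genes with 0 false calls. With the replicate block, edgeR called 98.5% with 3 false calls among 200 calls. Each simulated gene took its spread from the shared trend, so false calls from that assumption of the block fit could not show. The changes planted were of 2 or 3 on the log2 scale, in either direction, so these rates do not cover smaller changes. Without a replicate effect, limma on FPKM called 91.0% with 6 false calls, and edgeR after thinning called 97.5% with 2. With a GC content bias planted in the Haspin-KO libraries for 15568 genes, edgeR made 148 false calls before the correction for GC content and gene length and 5 after it. Among 200 unchanged sets, 14 had a median outside the middle 95% of their matched random lists, and the sum over 9 genes raised by 2 on the log2 scale rose by 2.06. Camera gave p under 0.05 for 0% of 200 unchanged sets. These genes were simulated independently and without a replicate effect, so sets of genes that vary together were not covered. The term test called a term for 1 of 100 random lists and found the planted term in 94 of 100 lists. GOSeq was not used here, and matching on gene length took its place. Values from qRT-PCR, western blotting, imaging, embryoid bodies and teratomas were not analysed here.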

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

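The tests of shared reads, of GC content and gene length, and of library totals were chosen after the results were seen. The values below come from genes the paper does not discuss.

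The counts summed over the Zscan4 family were 85.1 ± 0.386 CPM in WT cells and 201.5 ± 37.8 in Haspin-KO cells (SD, n = 2 libraries each), a log2 fold change of 1.24 (standard error 0.12, adjusted p = 0.00139 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 9 members tested were higher in Haspin-KO cells with TMM, with DESeq2's size factors and with library totals, and 8 of them were DEGs. Reads split between near-identical copies would leave the summed counts unchanged, and the sum rose by 1.24 on the log2 scale. The median of the 9 members was 1.23 before and 1.13 after the correction for GC content and gene length, which took the correlation of the log2 differences between the group means with GC content from -0.253 to -0.0171 and that with log length from 0.0861 to -0.0447. After thinning to the smallest library total, the sum rose by 1.25, and with the replicate number as a block its log2 fold change was 1.24.

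Markers of 2-cell-like cells outside Table S2 and apart from the Zscan4 family had a median log2 fold change of 0.91, with 16 of 16 genes tested higher in Haspin-KO cells, against -0.23 to 0.26 for the middle 95% of matched random lists. In limma's camera test, the p-value of the set was 7.64e-11, and its adjusted p over the 5 sets was 3.8e-10. With the replicate number as a block, the median was 0.91 (adjusted p = 1.2e-08), and after the correction for GC content and gene length it was 0.95. Without Haspin-KO replicate 1 the median was 0.65, so a part of the rise rested on that library. A candidate explanation for the Zscan4 and marker genes is a larger share of 2-cell-like cells in the Haspin-KO libraries. A rise of the same genes in every cell would give the same counts, and no measurement here separates these possibilities. Several of the markers are themselves near-identical copies, and the summed counts of the Usp17l family rose by 1.16 (adjusted p = 0.0123 from edgeR).

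The counts summed over the Xlr3, Xlr4 and Xlr5 genes were 97.9 ± 0.0777 CPM in WT cells and 232.4 ± 1.01 in Haspin-KO cells (SD, n = 2 libraries each), a log2 fold change of 1.25 (standard error 0.072, adjusted p = 4.8e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 9 members tested were higher with TMM, with DESeq2's size factors and with library totals, and 8 were DEGs. Since the sum itself rose by 1.25, reads split between copies do not account for the change. The median of the 9 members was 1.20 before and 1.12 after the correction for GC content and gene length, and the sum rose by 1.24 after thinning and by 1.25 with the replicate number as a block. The median of all X-linked genes tested was 0.066, within the range of -0.078 to 0.11 of the chromosomes apart from Y. A response of these genes to the loss of Haspin is a hypothesis that these tests leave open, as they do a difference between cell lines unrelated to Haspin or RNA from other cells, which were not tested.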

How the results depend on the processing

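The settings fixed before the data were examined and those chosen afterwards are listed with the processing above. Haspin, Ccnd2 and Serpinf1 kept their direction under all 9 alternatives run for each. Their log2 fold changes were -1.63 to -1.51, -1.31 to -1.01 and -2.58 to -2.13. Among these 9, they lost an adjusted p under 0.05 only in limma's test on log2(FPKM + 0.1). In that test they were -1.59 (adjusted p = 0.115), -1.01 (adjusted p = 0.244) and -2.13 (adjusted p = 0.164). The adjusted p of these genes went as low as 4.1e-45, 8.5e-08 and 3.4e-11 in the fits with the replicate block, where the spread of each gene comes from the shared trend. Wnt5a kept its direction and its side of the threshold under the 7 alternatives that gave it a value (-4.54 to -4.36, adjusted p from 6.6e-09 to 0.00935). DESeq2 with its default fit and limma on FPKM gave it none. These single genes were not followed under library totals, a minimum of 10 counts in every library, or the block after thinning. Nor were they under DESeq2's mean fit, edgeR's newer dispersion method alone or crossed replicate numbers. That minimum drops Wnt5a and Serpinf1, with 1 and 7 counts in Haspin-KO replicate 1. Crossed replicate numbers kept 28 of the 78 downregulated calls, and whether these genes were among them was not examined.

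The number of upregulated DEGs was 51. It was 125 with no filter, 240 with the replicate block, 266 at an unadjusted p and 154 at any fold change, and 0 in limma's test on FPKM, where 219 passed an unadjusted p under 0.05. Among settings chosen after the data were examined it was 79 with DESeq2's local fit, 33 with the GC content and length correction, 213 with that correction and the replicate block, 201 with the replicate block after thinning, and 7 with crossed replicate numbers. The number of downregulated DEGs was 78. It was 45 with DESeq2, 140 with no filter, 36 with at least 10 counts in every library, 167 with the replicate block, 185 at an unadjusted p, 236 at any fold change and 0 in limma's test on FPKM (164 at an unadjusted p under 0.05). Afterwards chosen settings gave 135 for the replicate block with the GC content and length correction, 155 for the replicate block after thinning and 28 for crossed replicate numbers. The cause of these changes was not tested. The share of upregulated genes among the DEGs was 39.5%, and 38.7% and 40.6% under the other scalings. It was 47.2% with no filter, 51.1% with DESeq2, 59.0% with the replicate block, 59.1% with at least 10 counts in every library and 20% with crossed replicate numbers, so the balance of higher and lower genes depends on these choices. Leaving out a library leaves 1 in its group, so DEGs were not counted in those fits.

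The enrichment of translational initiation was 6.72-fold with DESeq2's calls, 4.80-fold with the calls under the replicate block and 5.46-fold with the genes of Table S2, each past an adjusted p of 0.05, against 4.11-fold with the DEGs, which was not, and it was 1.71-fold (adjusted p = 1) without the Zscan4 and Eif1a-like families, which hold 4 of its 6 DEGs. Skeletal system development passed it with the genes of Table S2 (9.65-fold) and with the lower DEGs alone (12.6-fold), but not with DESeq2's calls (6.11-fold). Stem cell differentiation fell to 0 without the Zscan4 and Eif1a-like families, whose members are all its DEGs, and telomere maintenance via telomere lengthening then had under 5 genes and was not tested. With the lower DEGs alone, both were 0, since all their DEGs are higher. With the higher DEGs alone, the ratio was 0 for skeletal system development, the Wnt signaling pathway and 12 other pathways of Fig. 4A that were above 1 with all DEGs: protein digestion and absorption, AGE-RAGE signaling, relaxin signaling, TGF-beta signaling, proteoglycans in cancer, amoebiasis, complement and coagulation cascades, small cell lung cancer, p53 signaling, malaria, microRNAs in cancer and phosphatidylinositol signaling, the last also 0 with DESeq2's calls. This follows from their DEGs all being lower. RNA transport was 0.786 without the 2 families and 0.860 with the lower DEGs alone, since 4 of its 5 DEGs are higher genes of the Eif1a-like family. With the calls under the replicate block, Wnt signaling was 0.946, with 3 DEGs as before while the DEGs assigned to a pathway rose from 45 to 154, axon regeneration 1.08 and maturity onset diabetes of the young 6.64, and the last was 13.5 with DESeq2's calls. With the genes of Table S2, axon regeneration was 3.14 and maturity onset diabetes 9.65, both 0 with the DEGs. The cause of the other changes was not tested.

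The log2 fold change of Pou5f1 was -0.14, and it was 0.0205 with the GC content and length correction and 0.0196 with that correction and the replicate block. The other results for single genes and terms that changed were 24 weaker and 7 stronger, and Col12a1 moved by more than its spread in 1 of the fits that left out a library. Across the 4 fits that each left out a library, the median of the 2-cell-like markers ranged from 0.65 to 1.11 and moved by more than the spread between replicates once. The medians of the fibroblast, germ layer, pluripotency and Y-linked sets, of the Y chromosome, and of the fibroblast markers between the WT libraries kept their side of the threshold or moved by less than that spread under the alternatives run for them.

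Wnt5a rests on 1 count in each Haspin-KO library, so the depth gives only a lower bound of its fold change. The alternatives for a table with FPKM alone were not run, since the counts were at hand, and enrichment with the calls of DESeq2's local fit was not run apart, since these are the genes of Table S2.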

Differences from the paper's values

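The paper reports 79 upregulated DEGs, and 51 were found here with edgeR's quasi-likelihood test. Among the alternatives set before the data were examined, DESeq2's size factors in the edgeR fit (54 upregulated genes) and thinning to the smallest library total (54) came within 1.5 times the paper's value. Library totals in place of TMM (46), DESeq2 with its default dispersion fit (47), no filter (125), a minimum of 10 counts in every library (52), the replicate block (240), an unadjusted p (266), any fold change (154) and limma on FPKM (0, with 219 at an unadjusted p under 0.05) did not. Of the settings chosen after seeing the values, edgeR's newer quasi-likelihood dispersion method gave 59 upregulated genes, and DESeq2 with a local dispersion fit, also chosen after seeing the values, gave 79 upregulated and 79 downregulated genes, which are the genes of Table S2.

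The paper counts translation initiation and skeletal system development among the processes of its DEGs. Neither passed an adjusted p of 0.05 here (0.217 and 0.106). Translational initiation passed it with the genes of Table S2 (0.0117), with DESeq2's calls (0.0189) and, in a test chosen after seeing the values, with the calls under the replicate block (2.3e-05), but not without the Zscan4 and Eif1a-like families (1.71-fold, adjusted p = 1). Skeletal system development passed it with the genes of Table S2 (0.0304) and with the lower DEGs alone (0.0463), and its adjusted p was 1 with DESeq2's calls. For the telomere maintenance the paper names, the term of that exact name held 0 DEGs under each list of genes tested, whereas telomere maintenance via telomere lengthening was enriched (adjusted p = 7.4e-11).

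The paper states that its DEGs were enriched in Wnt signaling. The adjusted p of this pathway was 0.823 here, and it was 0.510 to 1 under the alternatives run for it. Of the other pathways shown in Fig. 4A, TGF-beta signaling, RNA transport, complement and coagulation cascades, p53 signaling, mineral absorption, small cell lung cancer, phosphatidylinositol signaling, axon regeneration and maturity onset diabetes of the young did not pass an adjusted p of 0.05 (0.271 or more). With the genes of Table S2, relaxin signaling (0.0661), malaria (0.327) and microRNAs in cancer (0.329) did not pass it, although they did with the DEGs. RNA transport passed it with the genes of Table S2 (0.0166), and the other 8 passed it with none of the lists tested.

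The paper states that both gRNAs target the coding sequence of Haspin. The sequence of gRNA-1 matched the 5′ UTR, from 73138274 to 73138293 of chromosome 11 of GRCm38, and the coding sequence ends at 73138261 on that side.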

Other observations

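The tests of the ratio of the downregulated genes and of all Y-linked genes between the WT libraries, of these ratios between the Haspin-KO libraries, of GC content and gene length, and of library totals were chosen after the results were seen.

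The downregulated genes included collagen and other matrix genes, and the paper's methods state that mESCs were passaged on mouse embryonic fibroblasts or kept on gelatin for assays. RNA from feeder or other fibroblast-like cells in the WT libraries is a candidate explanation for the genes lower in Haspin-KO cells. Fibroblast markers outside Table S2 had a median log2 fold change of -0.39, with 18 of 20 lower, against -0.18 to 0.18 for the middle 95% of matched random lists (adjusted p = 9.6e-07 from limma's camera). With the replicate number as a block, the median was also -0.39 (adjusted p = 8.5e-06), and with no filter on low counts it was -0.78, with 28 of 30 lower (adjusted p = 2.1e-12). Fstl1 (-0.012), Mmp2 (-0.014) and Fbn1 (-0.10) changed little. The size set in advance for this explanation was a median under -1. Because the markers leave out the genes of Table S2, and with them the matrix genes that fell furthest, a median above -1 says little against it, and the test does not decide. Between the WT libraries, which do not involve Haspin, the median log2 ratio of replicate 1 to replicate 2 of these markers was 0.19 against -0.13 to 0.18 for matched lists. That of 74 downregulated genes was 0.38 against -0.075 to 0.16. Since same-numbered libraries deviated together across genes, the same ratio was taken between the Haspin-KO libraries. Over the 40 downregulated genes with both Haspin-KO libraries above the floor it was 0.031 against -0.063 to 0.20 (0.42 in WT, against -0.085 to 0.14), and over the fibroblast markers it was -0.026 against -0.12 to 0.24. Few counts were left in Haspin-KO for many of these genes, so a shared replicate effect is not excluded. For differentiating cells of the 3 germ layers in WT, the germ layer markers went both ways, from -0.81 for T to 3.00 for Fgf5. Their median was 0.0806, with 6 of 12 lower (adjusted p = 0.966 from limma's camera). Without Haspin-KO replicate 1 this median was -0.38, and with each other library left out it was between -0.071 and 0.13, so such cells are not excluded. After the correction for GC content and gene length, 64 of the 78 downregulated genes were still called, and after thinning to the smallest library total, 76 were. The corrected fit also used edgeR's newer quasi-likelihood dispersion method, with which alone 77 of the 78 were still called. The correction took the correlation of the log2 differences between the group means with GC content from -0.253 to -0.0171. The 64 genes still called after it argue against the part of this bias that it removes as the source of their lower values. The 76 genes still called at equal library totals argue against the larger WT totals as the source of theirs. For the downregulated genes no longer called, a contribution of the bias or of the depth remains open. The value of Col1a2 was -5.76 before and -5.77 after the correction. The lower expression of these genes in Haspin-KO cells, Wnt5a, Ccnd2 and Serpinf1 included, cannot be told apart here from a difference in RNA of fibroblast-like cells, and a lower expression within mESCs that lack Haspin remains possible too. From other assays, not analysed here, the paper reports Wnt5a restored by Haspin-eGFP in Haspin-KO cells and lowered by CHR-6494 in WT cells.

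Of the 9 Y-linked genes tested, 7 were lower in Haspin-KO cells, and the median over the genes was 37.6% of the WT mean in Haspin-KO replicate 1 and 56.6% in replicate 2. The median log2 fold change of the Y chromosome was -1.08 (-1.10 with the replicate block), against -0.078 to 0.11 for the other chromosomes. Gm21860 (0.60) and Mid1-ps1 (0.16), neither in Table S2, were higher. Of the 5 Y-linked markers outside Table S2 that were listed in advance, 3 were tested (Ddx3y, Usp9y and Zfy1), and all 3 were lower, with a median of -1.34. In limma's camera test, their p-value was 5.05e-05 and their adjusted p 8.4e-05, and with the replicate block the median was -1.37 (adjusted p = 7.8e-05). The median of these 3 genes stayed between -2.10 and -0.84 with each library left out in turn. A candidate explanation is loss of the Y chromosome in a share of the Haspin-KO cells. RNA from other cells in the WT libraries would be expected to differ between them as the downregulated genes did, but the median log2 ratio of the Y-linked genes was -0.188, within the -0.192 to 0.233 of matched lists. Between the Haspin-KO libraries it was -0.504, against -0.192 to 0.299. For the 8 Y-linked genes with both Haspin-KO libraries above the floor, the ratio in WT was -0.198 against -0.176 to 0.212, outside the lists on the side opposite to the downregulated genes. The median of the 9 genes was -1.34 after the correction for GC content and gene length and -1.02 after thinning. Reads shared with X-linked copies of these genes were not tested, and neither was whether the difference is due to Haspin or to the history of the cell lines. Eif2s3y, a DEG under translational initiation, is one of the Y-linked genes.

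Libraries with the same replicate number deviated together, with r = 0.289 across genes and r = 0.556 in the upper 50% of expression. The correction for GC content and gene length took the correlation of the replicate differences with GC content from 0.141 to 0.0020 in WT and from 0.0408 to 0.0132 in Haspin-KO, and that with log length from -0.0807 to 0.0197 and from -0.0257 to 0.0079. After it, r between the groups was 0.285, so little of it came from the part of this bias that the correction removes, and no other explanation was tested. Replicates of a group differed by more than counting noise, with a chi-square per degree of freedom of 6.40 in WT and 5.05 in Haspin-KO. The common biological coefficient of variation was 0.085 without and 0.0439 with the replicate block.

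The summed counts of the Eif1a-like genes, near-identical copies that include the higher DEGs of translational initiation, had a log2 fold change of 1.12 (standard error 0.17, adjusted p = 0.0161 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 15 members tested were higher with TMM, with DESeq2's size factors and with library totals. With the replicate block, the log2 fold change of the sum was 1.11.

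For other genes the paper measured by other methods, the log2 fold changes in the RNA-seq counts were 0.16 for Wnt3a (adjusted p = 0.804 from edgeR), 0.11 for Myb (adjusted p = 0.845), -0.16 for Foxm1 (adjusted p = 0.358), -0.10 for Nanog (adjusted p = 0.566), -0.14 for Pou5f1 (adjusted p = 0.274), 0.085 for Sox2 (adjusted p = 0.710) and -0.29 for Klf4 (adjusted p = 0.0604). Under the 9 alternatives, the adjusted p of Klf4 ranged from 4.0e-05, with the replicate block, to 0.287. It was under 0.05 in 5 of them, among them DESeq2 (0.0341) and no filter (0.00732), and the direction of Klf4 did not change. With the replicate block and the correction for GC content and gene length together, the log2 fold change of Sox2 was 0.18 (adjusted p = 0.0162). Pax2 had 6 and 2 counts in WT cells and 3 and 1 in Haspin-KO cells and failed the filter, so that no difference was detectable at this depth. The 12 pluripotency genes had a median log2 fold change of -0.088 (adjusted p = 0.325 from limma's camera, 0.274 with the replicate block). The paper measured the germ layer markers it names in embryoid bodies, whereas the RNA-seq counts are from mESCs, so the cells and time differ. Of these markers, Fgf5 had a log2 fold change of 3.00 (adjusted p = 0.0535 from edgeR, 0.00186 with the replicate block). It rests on 2 and 1 counts in WT cells and 9 and 10 in Haspin-KO cells. That of T was -0.81 (adjusted p = 0.123, 0.0010 with the block). Those of Gata4, Gata6 and Nes were -0.49, 0.25 and 0.27, with an adjusted p of at least 0.229, and at least 0.0519 with the block.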
